A study of Homo sapiens with 12 samples.

How the data were processed

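RNA sequencing was analysed in 12 libraries from the human breast cancer cell lines BT-549 and SUM149. Per the labels, cells of each line carried a control hairpin (CshRNA) or a short hairpin RNA against MUC1-C (MUC1shRNA), with 3 numbered sets in each arm. RNA was isolated with Trizol and libraries were made with the TruSeq Stranded mRNA kit. The lines were grown in different media. The labels do not say whether the 3 sets of an arm came from separate introductions of the hairpin or from parallel cultures of 1 cell population, so p-values measure only the spread between these samples. The sequence of the hairpin is not given in the sources used here.

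The deposited table holds raw read counts that the authors made, 1 column per library and 1 line per Ensembl gene identifier with its version, without normalization. The submitters' processing notes name CASAVA 1.8.2, STAR 2.7.0, DESeq2 1.24.0 and the genome build GRCh38.p7, without saying what each tool did. The counting tool, its strand setting and the annotation release are not given in the sources used here. The values were checked to be whole numbers of at least 0. All 12 columns were matched to samples through the labels. The columns and descriptions of the BT-549 controls call them vector, while their titles say CshRNA, the name used here. Between replicates, the chi-square per degree of freedom over genes of at least 20 counts ran from 1.85 to 14.5. No column was thus a copy of another column of its group, and columns of different groups were not compared in this way.

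Gene names, coordinates, exon overlaps and 3' UTRs were taken from GENCODE release 29 on GRCh38. Because the strand setting is unknown, a gene that shares exon bases with another gene is given with that overlap where it is large. Copies of genes on the Y chromosome's pseudoautosomal regions were left out of the tests.

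Each line was fitted alone with edgeR 4.0.16 in R 4.3.3, because the lines differ in medium and their spread need not be the same. Counts were scaled by TMM, genes with few counts were removed by filterByExpr with its default settings, and the quasi-likelihood test compared MUC1shRNA with CshRNA. A gene counted as changed at a Benjamini-Hochberg adjusted p below 0.05. Log2 fold changes are MUC1shRNA against CshRNA and are given with their standard error (SE). Expression levels are CPM, counts scaled to the TMM-adjusted total of their library, given as mean and standard deviation (SD) over 3 libraries. The difference between the responses, BT-549 minus SUM149, was tested as an interaction over all 12 libraries. Genes called in both lines were compared with independence by Fisher's exact test, two-sided, over the genes tested in both.

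For 30 gene lists, limma 3.58.1's camera compared the list members with all other genes at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a line. Lists with fewer than 5 tested members were not tested. For each list, the members past edgeR's test over all genes were counted, and also the members past it when adjusted over the list alone. The lists, tests, alternatives and the rule for named genes were fixed before the data were examined.

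Genes were named by rule. MUC1 was named in each line. In each line, the 8 genes with the largest positive and the 8 with the largest negative fold changes were named, among genes past the test with a mean of at least 5 CPM in the higher arm, at least 10 counts summed in each arm, arms without overlap and a symbol. For each list, the 2 members with the smallest adjusted p in each line were taken, and are printed for lists past their test. The NuRD subunits MTA1, MBD3, CHD4 and HDAC1 and 14 lineage, stemness and tumour genes were named in any case. For both lines together, 6 genes changed in each shared direction and 4 in each opposite direction were taken, ranked by the smaller of both absolute fold changes. Some genes that met this rule are not reported here.

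Depth ran from 7931614 to 24140623 counts per library. The methods were tested on simulated data made to resemble these counts. With changes planted at 2-fold, edgeR recovered 95.8% of the changed genes in the BT-549 design and 71.4% in the SUM149 design. At 1.5-fold it recovered 70% and 46.9%. Of the genes called, 15 of 156 and 11 of 125 had no planted change. Of 192 planted differences between lines of at least 2-fold, 75% were recovered. The list test found the moved list in both designs and called 0 and 1 further lists. When the real libraries of a line were regrouped 3 against 3 across the arms, 0 genes were called. Up to 11 lists in BT-549 and 13 in SUM149 were still called. The simulated counts of further lists thus do not give the rate of false list calls in these data.

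The alternatives tried were size factors of the DESeq2 type (RLE) and upper-quartile scaling, no filter, a stricter filter of 5 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, all 12 libraries in one fit, a replicate block by title number, a 2-fold minimum, leaving out each library in turn, and for lists an estimated correlation and fry. Added after the data were seen were random thinning of the SUM149 CshRNA libraries to the depth of the MUC1shRNA libraries, leaving out both BT-549 libraries that stood apart from the rest of their arms, a model term for these libraries, and all alternatives of the difference between lines for the genes named for them.

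To look for marks of a hairpin on transcripts other than its target, every 7-base word found in the 3' UTRs of at least 100 genes was scored by how much lower the genes holding it in a 3' UTR were in each line, after trends on 3' UTR length, GC content and expression level were removed from fold changes limited to -2 to 2 (log2), and the sum over both lines was compared with 100 shuffles of one line's scores against the other's. This covered 10977 genes, MUC1 included, and 16060 words, and was repeated without MUC1 after the data were seen. With a shift of -0.30 (log2) planted on 1 word, that word was the lowest and beyond the shuffles in 5 of 5 simulated runs. With shifts of -0.20 and -0.10 it was the lowest in 5 of 5 runs each, and the lowest score was beyond the shuffles in 4 and 3 of them. With no shift the lowest score was beyond the shuffles in 0 of 5. These 5 runs are too few to give a rate of false hits. Scores and overlaps were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.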

Results

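Gene expression was measured by RNA sequencing, which counts the sequenced fragments of each gene's transcripts, in BT-549 and SUM149. Both are established cell lines of triple-negative breast cancer, a tumour type without estrogen receptor, progesterone receptor or HER2. Per the titles, cells of each line stably expressed CshRNA, a control hairpin, or MUC1shRNA, a short RNA hairpin that lowers MUC1 by RNA interference. The BT-549 controls are also called vector, so it is not certain that they carried a hairpin. An effect of carrying any hairpin was not tested. Each of the 4 groups had 3 libraries. BT-549 libraries held 16332364 to 20745835 counts in the CshRNA arm and 16373893 to 21248768 in the MUC1shRNA arm. SUM149 libraries held 19392422 to 24140623 in the CshRNA arm and 7931614 to 9623924 in the MUC1shRNA arm, so the control arm was 2.44 times as deep. Mitochondrial transcripts took 3.06% to 4.61% of the counts in BT-549 libraries and 5.08% to 6.46% in SUM149 libraries. In BT-549, CshRNA 3 and MUC1shRNA 2 stood apart from the other libraries of their arms along the second principal component, which held 15.6% of the variance. In SUM149, CshRNA 3 differed most from its replicates. Its chi-square per degree of freedom was 13.5 with CshRNA 1 and 10.6 with CshRNA 2, against 3.80 between CshRNA 1 and 2. Without SUM149 CshRNA 3, 8306 genes were called in that line, against 8017 with all libraries.

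MUC1, which encodes a transmembrane mucin whose C-terminal subunit is MUC1-C, was the target of the hairpin (ENSG00000185499.16, GRCh38 chromosome 1, 155185824 to 155192916, minus strand). In BT-549 its level was 49.2 ± 1.29 CPM (SD, n = 3) with CshRNA and 4.27 ± 1.15 CPM (SD, n = 3) with MUC1shRNA. Its log2 fold change there was -3.53 (SE 0.14, adjusted p = 4.2e-07, edgeR's quasi-likelihood test, Benjamini-Hochberg). In SUM149 its level was 16.3 ± 2.80 CPM with CshRNA and 0.682 ± 0.418 CPM with MUC1shRNA (SD, n = 3 each), a log2 fold change of -4.59 (SE 0.27, edgeR adjusted p = 1.8e-08). The SE depended on the method. For MUC1 in SUM149 it was 0.41 with DESeq2 and 0.44 with limma-voom, and in BT-549 it was 0.15 with each. All 3 MUC1shRNA libraries lay below all 3 CshRNA libraries in both lines. The difference between the lines' responses was 1.08 (edgeR adjusted p = 0.059), and it passed the test without BT-549 MUC1shRNA 1 (1.23), SUM149 CshRNA 3 (1.21) or SUM149 MUC1shRNA 1 (1.64). The list of 14 mucins had no other member with enough counts to be tested in either line, and its tested member, MUC1, was also past the test adjusted over the list alone.

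**Figure D1:**
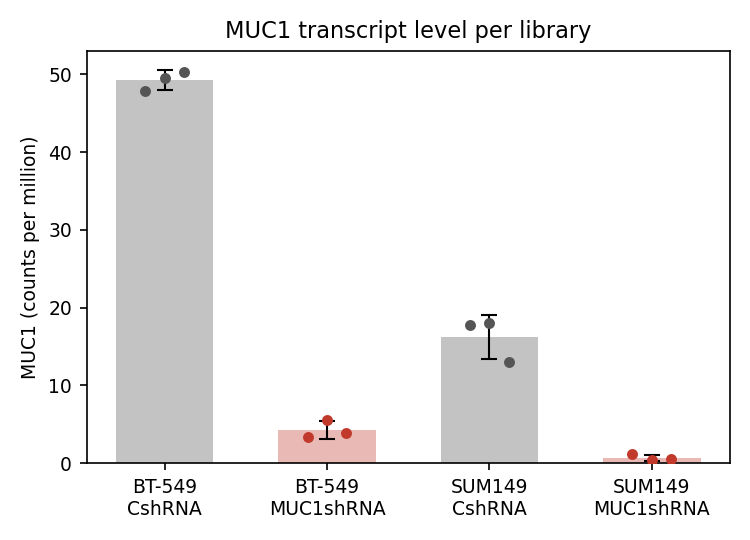
MUC1 level in CPM (vertical axis) in each of the 4 groups. Bars are means of 3 libraries, points are libraries and error bars are SD, and the MUC1shRNA means of 4.27 and 0.682 lie below the CshRNA means of 49.2 and 16.3.

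The first comparison asked what changed in BT-549 when MUC1 was silenced, in a series about MUC1-C, the NuRD chromatin complex and dedifferentiation. TIMP3, an inhibitor of matrix metalloproteinases, rose from 55.8 ± 8.12 to 772 ± 94.0 CPM (SD, n = 3 each), a log2 fold change of 3.79 (SE 0.12). POSTN, a secreted matrix protein, rose by 3.22 (SE 0.09), and FOXO1, a forkhead transcription factor, by 3.32 (SE 0.12). MAP3K9, a kinase upstream of JNK (GRCh38 chromosome 14, 70722526 to 70809534), had the largest rise of the named genes at 4.43 (SE 0.16, 0.774 to 16.6 CPM). MGLL, the lipase that cleaves monoacylglycerols (chromosome 3, 127689062 to 128052190), fell from 6.41 ± 1.05 to 0.340 ± 0.131 CPM (SD, n = 3 each), a log2 fold change of -4.20 (SE 0.26).

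The other genes with large rises in BT-549 were CD200, an immunoregulatory surface protein (4.13, SE 0.24), the adhesion receptor ADGRL3 (3.94, SE 0.19), the anchoring protein NBEA (3.56, SE 0.18) and PADI2, an enzyme that converts arginine to citrulline (3.34, SE 0.16). Those with large falls were ENG, a TGF-beta co-receptor (-3.54, SE 0.20), the proteoglycan CSPG4 (-3.06, SE 0.19), STING1, the adaptor of cytosolic DNA sensing (-2.90, SE 0.19), the neuropeptide GAL (-2.66, SE 0.18) and the glycosyltransferase GALNT16 (-2.47, SE 0.14). The adjusted p of these named genes ran from 9.3e-08 for POSTN to 8.0e-06 for GAL (edgeR). The arms did not overlap for any of them.

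Of the NuRD subunits, MBD3, a methyl-CpG binding domain protein, fell in BT-549 (-0.51, SE 0.10, edgeR adjusted p = 0.0049). The fold changes of MTA1, which links subunits of the complex, and of the remodelling ATPase CHD4 were -0.09 (edgeR adjusted p = 0.30) and -0.06 (0.41). HDAC1, a histone deacetylase, passed narrowly at -0.18 (SE 0.06, edgeR adjusted p = 0.048), and did not pass without MUC1shRNA 1 (0.182), MUC1shRNA 3 (0.172), CshRNA 1 (0.091) or CshRNA 3 (0.113). Of the luminal keratins, KRT8 rose from 41.1 ± 1.12 to 260 ± 27.3 CPM (2.66, SE 0.08) and KRT18 from 268 ± 24.9 to 604 ± 91.0 CPM (1.17, SE 0.11; SD, n = 3 each). KRT8 and KRT18 overlap on opposite strands, over 7.62% and 16.3% of their exon bases. The pluripotency factor KLF4 rose by 0.27 (SE 0.06, edgeR adjusted p = 0.0067). The basal keratin KRT5 rose by 0.39 (SE 0.11, edgeR adjusted p = 0.021), and did not pass without MUC1shRNA 1 (0.083), MUC1shRNA 3 (0.054), CshRNA 2 (0.055) or CshRNA 3 (0.058). MYC (-0.16, edgeR adjusted p = 0.084), VIM (0.03, 0.70), CDH1 (0.56, 0.37) and BRCA1 (-0.09, 0.28) were not past the test. ESR1, GATA3, FOXA1, SOX2, POU5F1 and NANOG had too few counts to be tested.

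MYC targets, genes of ribosome production and growth, fell together in BT-549. Of 50 tested members 33 fell and 0 rose (36 and 0 adjusted over the list alone), with a median log2 fold change of -0.25 and camera adjusted p = 1.6e-07, and adjusted p = 0.550 with an estimated correlation. MYBBP1A, which acts in ribosome biogenesis, fell by 0.44 (SE 0.05) and RRP9, a part of the small nucleolar ribonucleoprotein U3, by 0.62 (SE 0.08). Hypoxia and glycolysis genes also fell, 12 of 29 with 0 rising (12 and 0 adjusted over the list alone), with a median of -0.13 and camera adjusted p = 3.5e-04 (adjusted p = 0.550 with an estimated correlation). The glycolytic enzymes PGAM1 and ENO2 fell by 1.09 (SE 0.05) and 0.73 (SE 0.06). Heat shock genes fell in 8 of 16 with 0 rising (8 and 1 adjusted over the list alone), with a median of -0.14 and camera adjusted p = 0.048 (adjusted p = 0.586 with an estimated correlation). The chaperones HSP90AA1 and HSPB1 fell by 0.45 (SE 0.05) and 0.40 (SE 0.05).

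The other called lists of BT-549 moved up. Targets of ATF4, the transcription factor of the amino acid stress response, rose in 14 of 28 and fell in 3 (15 and 3 adjusted over the list alone), with a median of 0.20 and camera adjusted p = 0.036 (adjusted p = 0.700 with an estimated correlation). NUPR1, a stress-induced chromatin protein, rose by 1.03 (SE 0.08), and SESN2, an inhibitor of mTORC1, by 0.61 (SE 0.07). NF-kB targets rose in 10 of 27 and fell in 2 (10 and 2 adjusted over the list alone), with a median of 0.20, camera adjusted p = 0.040 and adjusted p = 0.713 with an estimated correlation. The adhesion molecule ICAM1 rose by 0.97 (SE 0.08) and TNFAIP2 by 0.93 (SE 0.08). Mesenchymal genes rose in 11 of 31 and fell in 5 (13 and 5 adjusted over the list alone), with a median of 0.14 and camera adjusted p = 0.040 (adjusted p = 0.700 with an estimated correlation). Of these, POSTN rose and THY1, a surface glycoprotein of fibroblasts, fell by 1.57 (SE 0.09). Luminal markers rose in 4 of 13 and fell in 2 (4 and 3 adjusted over the list alone). Their camera test was upward (adjusted p = 0.040, and adjusted p = 0.550 with an estimated correlation) with a mean of 0.24, while their median was -0.03, and KRT8 and KRT18 were among the members that rose. None of the 7 calls of BT-549 held with an estimated correlation. Leaving out 1 library ended 5 of the 7 calls, with adjusted p of the Luminal markers list in BT-549 at 0.075 without CshRNA 2, of the Mesenchymal genes list in BT-549 at 0.079, 0.066 and 0.059 without MUC1shRNA 1, CshRNA 2 and CshRNA 3, of the NF-kB targets list in BT-549 at 0.103, 0.058 and 0.094 without the same libraries, of the Amino acid stress (ATF4) response list in BT-549 at 0.065 and 0.059 without MUC1shRNA 1 and CshRNA 2, and of the Heat shock response list in BT-549 at 0.083, 0.093 and 0.066 without MUC1shRNA 1, MUC1shRNA 2 and CshRNA 2. The heat shock call also ended with a replicate block (0.063) and with size factors of the DESeq2 type (0.051). With 3 lists called without MUC1shRNA 1 and 2 without CshRNA 2, only MYC targets and the hypoxia list were called in every such fit.

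The remaining lists of BT-549 were not past camera's test. Of 15 NuRD subunits 2 rose and 4 fell (2 and 4 adjusted over the list alone), with a median of -0.09 and camera adjusted p = 0.687. Of 16 basal markers 5 rose and 2 fell (5 and 2 adjusted over the list alone). Estrogen response genes rose in 4 and fell in 6 of 19 (4 and 6 adjusted over the list alone). Stemness genes rose in 5 and fell in 3 of 16 (6 and 5 adjusted over the list alone), and epithelial genes rose in 5 and fell in 2 of 15 (5 and 2 adjusted over the list alone). Chromatin repressors outside NuRD rose in 6 and fell in 5 of 25 (7 and 5 adjusted over the list alone), and SWI/SNF subunits rose in 3 and fell in 6 of 20 (3 and 6 adjusted over the list alone). DNA replication genes rose in 3 and fell in 12 of 40 (3 and 15 adjusted over the list alone), mitosis genes rose in 5 and fell in 4 of 40 (4 and 3 adjusted over the list alone), and homologous recombination genes rose in 4 and fell in 3 of 25 (4 and 2 adjusted over the list alone). Type I interferon genes rose in 5 and fell in 9 of 34 (5 and 10 adjusted over the list alone), and genes of MHC class I presentation rose in 6 and fell in 1 of 14 (6 and 2 adjusted over the list alone). Targets of p53 rose in 7 and fell in 4 of 23 (8 and 5 adjusted over the list alone), and cholesterol synthesis genes rose in 8 and fell in 2 of 25 (8 and 2 adjusted over the list alone). Oxidative phosphorylation genes rose in 4 and fell in 2 of 39 (1 and 1 adjusted over the list alone), and mitochondrial transcripts changed in 0 of 13 (0 adjusted over the list alone). Of the Notch list, which also holds receptors, 0 rose and 3 fell of 10 (0 and 3 adjusted over the list alone). Those that fell were the receptors NOTCH1 (-1.39), NOTCH3 (-0.65) and NOTCH2 (-0.40). The members HES1, HES4, HEY1 and NRARP were not past the test. YAP/TAZ targets rose in 4 and fell in 10 of 20 (4 and 10 adjusted over the list alone). Cytosolic ribosomal proteins rose in 4 and fell in 11 of 45 (4 and 11 adjusted over the list alone), and immediate early genes rose in 4 and fell in 1 of 20 (4 and 0 adjusted over the list alone). The median and mean differed in sign for NuRD subunits (-0.09 and 0.00078, test downward), SWI/SNF subunits (-0.05 and 0.05, downward), stemness genes (0.21 and -0.05, upward), p53 targets (-0.10 and 0.02, upward) and cholesterol synthesis genes (0.11 and -0.01, upward), and for estrogen response genes both were positive (0.03 and 0.04) while the test was downward. Leaving out 1 library gave camera adjusted p = 0.035 and 0.014 for the Cytosolic ribosomal proteins list in BT-549 (without MUC1shRNA 2 and CshRNA 1), and without CshRNA 3 adjusted p = 0.038 for the Type I interferon response list in BT-549 and 0.014 for the Mitochondrial transcripts list in BT-549. Markers of cells outside the cultures were low. Of 3 tested leukocyte markers 0 rose and 2 fell (0 and 2 adjusted over the list alone), the highest being CORO1A at 3.05 CPM, and of 3 tested endothelial markers 1 rose and 1 fell (1 and 1 adjusted over the list alone), the highest being ROBO4 at 10.8 CPM.

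In BT-549, 4398 of 13200 tested genes changed at an edgeR adjusted p below the threshold, 2216 higher and 2182 lower with MUC1shRNA, and 625 of them by at least 2-fold (363 higher, 262 lower). Which direction held more genes depended on the scaling, with 2104 higher and 2327 lower after upper-quartile scaling. The arms did not overlap for 47.1% of the tested genes, where chance gives 10%. Without MUC1shRNA 1 the count was 2716, and without both libraries that stood apart it was 5325.

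**Figure D2:**
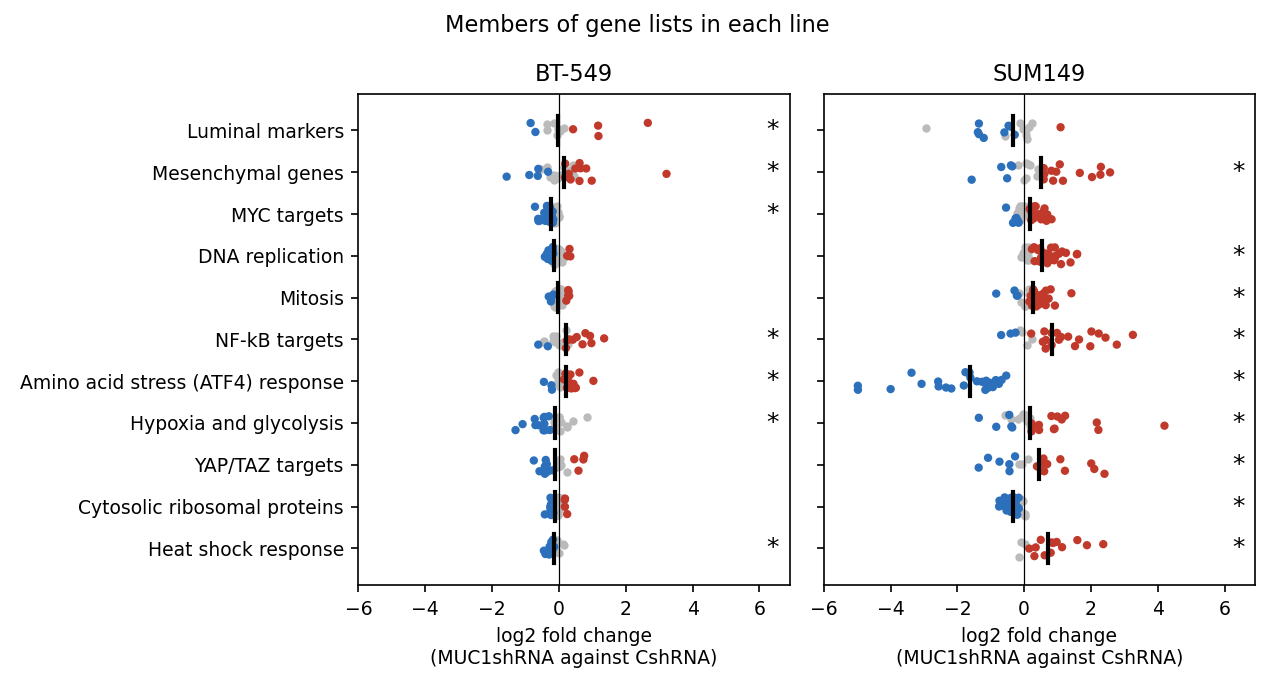
Log2 fold change, MUC1shRNA against CshRNA (horizontal axis), of each tested member of 11 gene lists (vertical axis) in BT-549 (left) and SUM149 (right), where red points rose, blue points fell, grey points were not past the test, black lines are medians and stars mark lists past camera's test. The ATF4 list has its median at 0.20 in BT-549 and at -1.62 in SUM149.

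The second comparison asked the same of SUM149. Genes of the amino acid stress response driven by ATF4 fell together, all 26 tested members of the list (26 adjusted over the list alone), with a median log2 fold change of -1.62. SLC7A11, the cystine transporter (GRCh38 chromosome 4, 138164097 to 138242349), fell from 120 ± 9.79 to 3.83 ± 0.824 CPM (SD, n = 3 each), a log2 fold change of -4.98 (SE 0.13). ASNS, asparagine synthetase, fell from 230 ± 4.88 to 22.3 ± 1.79 CPM (SD, n = 3 each; -3.37, SE 0.08), and shares 44.6% of its exon bases with a gene on the same strand. TP63, a transcription factor of basal epithelium, fell from 58.6 ± 4.69 to 2.55 ± 0.137 CPM (SD, n = 3 each; -4.52, SE 0.13). ADAM19, a membrane metalloprotease (chromosome 5, 157395534 to 157575775), rose from 5.83 ± 0.674 to 163 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of 4.81 (SE 0.10, edgeR adjusted p = 3.4e-12).

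Other large rises in SUM149 were those of CD274, the immune checkpoint ligand PD-L1 (4.24, SE 0.21, 0.647 to 12.4 CPM), ANGPTL4, an inhibitor of lipoprotein lipase (4.20, SE 0.14), C15orf48 (4.43, SE 0.30), the long noncoding RNA LINC00973 (4.14, SE 0.20), PLD5 (4.12, SE 0.23), SCEL, which encodes sciellin of the cornified envelope (4.08, SE 0.33), and HEPHL1, a copper-dependent ferroxidase (3.95, SE 0.21). C15orf48 shares 20.8% of its exon bases with another gene on the same strand. Other large falls were those of the peptide hormone ADM2 (-5.09, SE 0.16), CHAC1, which degrades glutathione (-4.98, SE 0.24), the NKG2D ligand ULBP1 (-4.85, SE 0.23) and the amino acid transporter SLC43A1 (-4.41, SE 0.17). The adjusted p of these genes ran from 9.1e-11 for ADM2 to 3.3e-07 for SCEL (edgeR), and the arms did not overlap for any of them.

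Of the NuRD subunits in SUM149, MTA1 fell (-0.56, SE 0.08, edgeR adjusted p = 4.5e-05), while HDAC1 rose (0.53, SE 0.06, edgeR adjusted p = 6.6e-06) and CHD4 rose (0.32, SE 0.07, edgeR adjusted p = 0.0012). CHD4 shares 47.0% of its exon bases with another gene on the same strand. MBD3 was at -0.16 (edgeR adjusted p = 0.063). ESR1, which encodes the estrogen receptor, rose from 2.50 ± 0.323 to 5.32 ± 0.175 CPM (SD, n = 3 each; 1.09, SE 0.20), and the luminal factor GATA3 fell by 0.47 (SE 0.10). FOXA1, a pioneer factor of luminal cells, was at 0.24 (edgeR adjusted p = 0.63), with CshRNA libraries at 12.8, 13.5 and 51.2 CPM, and the level of FOXA1 in SUM149 was past the test without CshRNA 3 (edgeR adjusted p = 5.8e-10). MYC fell by 0.40 (SE 0.06) and KLF4 from 87.5 ± 5.35 to 28.9 ± 2.27 CPM (SD, n = 3 each; -1.60, SE 0.08). KRT5 fell by 0.99 (SE 0.07) and the DNA repair gene BRCA1 rose by 0.33 (SE 0.09). KRT8 (0.08), KRT18 (0.13), CDH1 (0.09) and VIM (0.05) were not past the test, and SOX2, POU5F1 and NANOG had too few counts to be tested.

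The ATF4 list of SUM149 had camera adjusted p = 1.8e-70, and it was the 1 list of that line that held with an estimated correlation (adjusted p = 0.0070 with an estimated correlation). DNA replication genes rose in 31 of 40 with 0 falling (31 and 0 adjusted over the list alone), with a median of 0.54, camera adjusted p = 2.3e-14 and adjusted p = 0.060 with an estimated correlation. ORC1, of the origin recognition complex, rose by 1.39 (SE 0.07) and GINS1, of the replicative helicase, from 67.2 ± 4.36 to 160 ± 5.88 CPM (SD, n = 3 each). Mitosis genes rose in 28 and fell in 4 of 40 (30 and 4 adjusted over the list alone), with a median of 0.27, camera adjusted p = 7.6e-06 and adjusted p = 0.145 with an estimated correlation. ANLN, a scaffold of the contractile ring, rose by 1.41 (SE 0.07) and the kinesin KIF20A by 0.92 (SE 0.06). Heat shock genes rose in 13 of 16 with 0 falling (13 and 0 adjusted over the list alone), with a median of 0.70, camera adjusted p = 4.6e-07 and adjusted p = 0.145 with an estimated correlation. The chaperone HSPA8 rose by 1.88 (SE 0.11) and its partner DNAJA1 by 1.59 (SE 0.10). Cytosolic ribosomal proteins fell in 36 of 45 with 0 rising (38 and 0 adjusted over the list alone), with a median of -0.35, camera adjusted p = 4.6e-07 and adjusted p = 0.461 with an estimated correlation. RPL3 and RPL10A, proteins of the large subunit, fell by 0.74 (SE 0.06) and 0.58 (SE 0.06).

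NF-kB targets rose in SUM149, 19 of 26 with 3 falling (20 and 3 adjusted over the list alone), with a median of 0.82, camera adjusted p = 2.9e-07 and adjusted p = 0.114 with an estimated correlation. The cytokines CXCL1 and IL1B rose by 2.01 (SE 0.08) and 2.43 (SE 0.12). Mesenchymal genes rose in 13 and fell in 5 of 26 (13 and 5 adjusted over the list alone), with a median of 0.49, camera adjusted p = 7.1e-06 and adjusted p = 0.145 with an estimated correlation. The matrix genes TGFBI and FN1 rose by 2.28 (SE 0.07) and 2.03 (SE 0.07). YAP/TAZ targets rose in 11 and fell in 6 of 20 (11 and 6 adjusted over the list alone), with a median of 0.44, camera adjusted p = 2.2e-04 and adjusted p = 0.447 with an estimated correlation. The matricellular gene CCN1 rose by 2.40 (SE 0.08) and F3, which encodes tissue factor, by 2.10 (SE 0.07). Hypoxia and glycolysis genes rose in 14 and fell in 5 of 30 (14 and 5 adjusted over the list alone), with a median of 0.17, camera adjusted p = 0.017 and adjusted p = 0.145 with an estimated correlation. ANGPTL4 was the member with the smallest adjusted p, and the glucose transporter SLC2A1 rose by 1.12 (SE 0.06). All 9 calls of SUM149 held in each fit that left out 1 library.

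Other lists of SUM149 were not past camera's test. Of 15 NuRD subunits 7 rose and 5 fell (7 and 6 adjusted over the list alone), with a median of 0.07 and a mean of -0.08 (camera adjusted p = 0.674). Luminal markers rose in 1 and fell in 8 of 18 (1 and 8 adjusted over the list alone), with a median of -0.35 and camera adjusted p = 0.069, which became 0.045 for the Luminal markers list in SUM149 without CshRNA 1 and 0.046 without CshRNA 2. Basal markers rose in 11 and fell in 8 of 23 (11 and 8 adjusted over the list alone), with camera adjusted p = 0.078, which for the Basal markers list in SUM149 became 0.028 without MUC1shRNA 1 and 0.029 without MUC1shRNA 3. MYC targets rose in 24 and fell in 6 of 50 (24 and 6 adjusted over the list alone), with a median of 0.17 and camera adjusted p = 0.073, which for the MYC targets list in SUM149 became 0.028 without MUC1shRNA 1. Estrogen response genes rose in 5 and fell in 9 of 22 (5 and 9 adjusted over the list alone), stemness genes rose in 5 and fell in 7 of 17 (6 and 7 adjusted over the list alone), and epithelial genes rose in 6 and fell in 11 of 30 (7 and 11 adjusted over the list alone). Chromatin repressors outside NuRD rose in 6 and fell in 7 of 25 (6 and 7 adjusted over the list alone), SWI/SNF subunits rose in 6 and fell in 5 of 19 (6 and 5 adjusted over the list alone), and homologous recombination genes rose in 12 and fell in 3 of 25 (12 and 3 adjusted over the list alone). Type I interferon genes rose in 6 and fell in 13 of 30 (6 and 14 adjusted over the list alone), and genes of MHC class I presentation rose in 7 and fell in 1 of 14 (7 and 1 adjusted over the list alone). Targets of p53 rose in 6 and fell in 9 of 24 (6 and 9 adjusted over the list alone), and cholesterol synthesis genes rose in 11 and fell in 8 of 25 (11 and 8 adjusted over the list alone). Oxidative phosphorylation genes rose in 5 and fell in 10 of 39 (5 and 10 adjusted over the list alone), and mitochondrial transcripts rose in 0 and fell in 3 of 13 (0 and 1 adjusted over the list alone). Of the Notch list, which also holds receptors, 3 rose and 3 fell of 12 (3 and 3 adjusted over the list alone). Immediate early genes rose in 8 and fell in 7 of 21 (8 and 8 adjusted over the list alone). The median and mean differed in sign for p53 targets (0.03 and -0.16), cholesterol synthesis genes (0.18 and -0.02) and the Notch list (0.09 and -0.10), each with an upward test. Of 4 tested leukocyte markers 0 rose and 1 fell (0 and 1 adjusted over the list alone), the highest being CD14 at 4.04 CPM, and of 2 tested endothelial markers 0 rose and 1 fell (0 and 1 adjusted over the list alone), the highest being PECAM1 at 20.8 CPM.

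In SUM149, 8017 of 14178 tested genes changed at an edgeR adjusted p below the threshold, 3920 higher and 4097 lower with MUC1shRNA, and 1831 of them by at least 2-fold (623 higher, 1208 lower). Which direction held more genes at any size depended on the choices of the analysis, with 4060 higher and 3936 lower after size factors of the DESeq2 type, 3411 and 4644 after upper-quartile scaling, 3471 and 3400 with the stricter filter, and 3730 and 3329 with DESeq2. The arms did not overlap for 62.5% of the tested genes, where chance gives 10%. Depth differed between the arms, and with the CshRNA libraries thinned to the depth of the MUC1shRNA libraries 7451 genes were called, 3832 higher and 3619 lower.

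The third comparison asked where the lines' responses differed, as BT-549 minus SUM149. The ATF4 list differed most, with a median difference of 1.57 over 28 tested members, 26 of which differed (camera adjusted p = 1.4e-84, and adjusted p = 9.3e-05 with an estimated correlation). SLC7A11 rose in BT-549 by 0.48 (SE 0.12), a call that ended without MUC1shRNA 1 (edgeR adjusted p = 0.073) or MUC1shRNA 3 (0.061), and its response differed by 5.47 between the lines. FOXO1 rose in BT-549 and fell in SUM149 by 1.31 (SE 0.08), a difference of 4.64. KRT8 differed by 2.59 and KRT5 by 1.40. Hypoxia and glycolysis genes, DNA replication genes and heat shock genes had lower responses in BT-549, with median differences of -0.31, -0.63 and -0.85 (adjusted p = 0.0072, 0.0088 and 0.034 with an estimated correlation). In all, 11 of 28 tested lists differed at camera's preset correlation and 4 with an estimated correlation. For NuRD subunits camera adjusted p = 0.468, with a median difference of -0.21, while 12 of 15 members differed. Of the NuRD genes named above, MTA1 (0.48), HDAC1 (-0.69) and CHD4 (-0.36) differed, and MBD3 did not pass (edgeR adjusted p = 0.056). It passed for MBD3 without BT-549 MUC1shRNA 2 (0.022) or BT-549 CshRNA 2 (0.0066). Over all genes, 6194 of 15649 differed by edgeR's test, 3046 with a higher and 3148 with a lower response in BT-549 (3251 and 2834 with no filter), and 1974 differed by at least 2-fold (1205 higher, 769 lower).

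The fourth comparison asked which genes moved the same way in both lines. ABCG2, a drug efflux transporter, rose by 2.25 (SE 0.09) in BT-549 and 2.20 (SE 0.23) in SUM149. NEGR1, a neuronal adhesion molecule, rose by 2.15 and 2.78, HIVEP3, a zinc finger transcription factor, by 2.28 and 1.88, and SORT1, a sorting receptor, by 1.65 and 1.49. SERPINB7 (1.67 and 2.47) and DIPK1A (1.51 and 1.58) also rose in both. Besides MUC1, the genes that fell most in both were CSPG4 (-3.06 and -1.92), STING1 (-2.90 and -1.65), the LIM domain gene FHL1 (-1.72 and -1.89), ARHGEF40 (-1.40 and -1.76), and ANAPC13, a subunit of the anaphase-promoting complex (-1.59 and -1.39).

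Some genes moved in opposite directions in the lines. GDF15, a stress-induced cytokine, rose by 1.44 in BT-549 and had a log2 fold change of -4.07 in SUM149. The microtubule-associated gene MAP2 (2.11 and -2.08), the ectonucleotidase ENTPD2 (1.57 and -1.61) and NEBL, which encodes nebulette (1.51 and -1.41), also rose in BT-549 and fell in SUM149. The interleukin receptor IL7R (-1.67 and 2.59), the fibroblast protease FAP (-1.42 and 1.72), the GTPase GEM (-1.31 and 2.20) and the glycosyltransferase GCNT1 (-1.07 and 1.08) fell in BT-549 and rose in SUM149. Each of these differences passed the test of the interaction.

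Of 12125 genes tested in both lines, 724 rose in both where independence gives 607 (Fisher's exact test p = 9.8e-10, Benjamini-Hochberg adjusted over 4 tests 3.9e-09). Both-line falls numbered 619 where independence gives 560.5 (Fisher's exact test p = 0.0016, adjusted 0.0032). Among genes with a searched 3' UTR, this excess was not past the test without the genes holding the 3' UTR words described below. Opposite changes were 581 and 623 genes where independence gives 567 and 600 (Fisher's exact test adjusted p = 0.46 and 0.29). The same direction was thus seen in 1343 genes and the opposite in 1204, or 52.7% in the same direction among genes past the test in both lines. Across genes, which are not independent replicates, the fold changes of the lines had Pearson's r of 0.028 and Spearman's rank correlation of 0.040. Without BT-549 MUC1shRNA 1, 863 genes moved the same way, and with a 2-fold minimum in both lines 77 did.

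**Figure D3:**
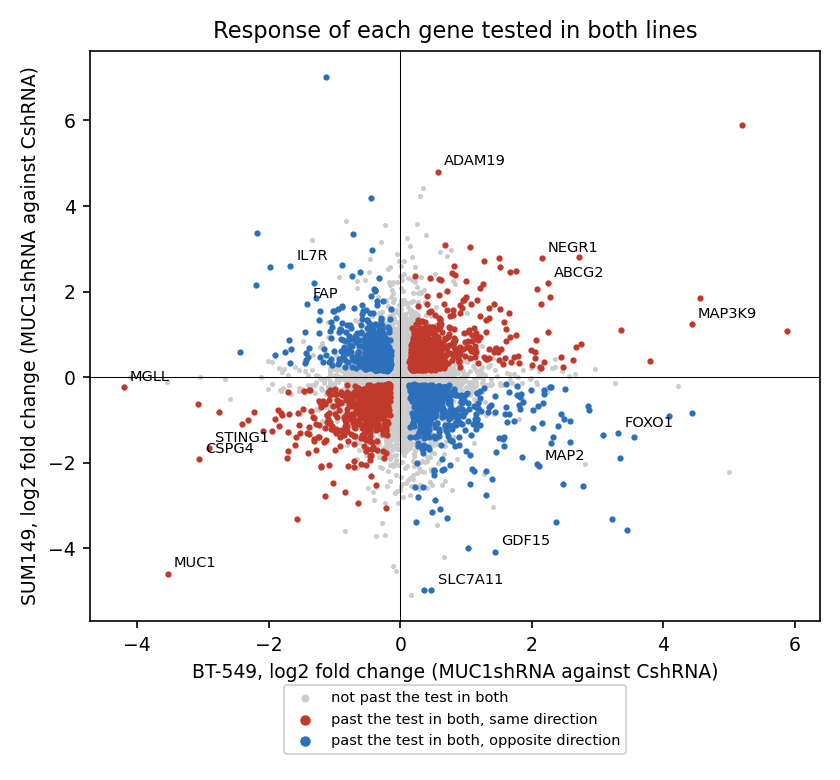
Log2 fold change, MUC1shRNA against CshRNA, in BT-549 (horizontal axis) and SUM149 (vertical axis) for each of 12125 genes, 1 point per gene. Red points mark the 1343 genes past the test in both lines in the same direction, blue points the 1204 in opposite directions, and grey points the rest.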

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

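In this part, the tests on thinned SUM149 libraries and on ID1 were chosen only after the data were seen, and the falls of the ATF4 targets in SUM149 were picked for a closer look after their values were seen. The results below stand out because the response to MUC1shRNA differed between the lines in edgeR's test of the interaction, or, for lists, in camera's test, and each value is the BT-549 response minus the SUM149 response (log2).

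The response differed in 6194 genes. Of 100 drawn splits within the lines, 2 gave as many, the real split included. Chance with no response in either line is thus excluded as the source of this count at a share of 0.05. The other one, with 6455 genes, swapped the arms of 1 line, which tests the sum of both responses in place of their difference. Splits that mixed the arms of only 1 line gave 182 to 4357 genes, and those that mixed both gave 0. Mixing removes a line's own response, so the share cannot tell whether the responses differ. For the single lines the 10 splits of 3 against 3 libraries are too few for a share under 0.05. The real split gave 4398 genes in BT-549 and 8017 in SUM149, as 1 of 10 splits in each, and the highest of the other splits gave 0 in each line by edgeR. For lists the same 10 splits cannot give a share under 0.05 either. The real split gave 7 lists in BT-549, where 5 of 10 splits gave as many and the highest other gave 11, and 9 lists in SUM149, where 5 of 10 gave as many and the highest other gave 13. Splits that called 0 genes thus called lists at camera's preset correlation.

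Of the lists, the ATF4 list had a median difference of 1.57, luminal markers 0.89 and cytosolic ribosomal proteins 0.23. Lower responses in BT-549 were seen for heat shock genes (-0.85), NF-kB targets (-0.64), DNA replication genes (-0.63), YAP/TAZ targets (-0.55), MYC targets (-0.40), hypoxia and glycolysis genes (-0.31) and mitosis genes (-0.29). For mesenchymal genes the median difference was 0.0057, while the test was downward. With an estimated correlation, 4 of these 11 lists differed.

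Of 93 named genes whose difference was tested, 67 differed. Among the genes with the largest changes in BT-549 the differences were 5.92 for ADGRL3, 5.23 for PADI2, 4.97 for NBEA, 4.64 for FOXO1, 3.20 for MAP3K9, -3.95 for MGLL, -3.42 for ENG, -2.61 for GAL, -1.24 for STING1 and -1.12 for CSPG4, which was -0.86 and no longer past the test without SUM149 MUC1shRNA 1. Among the genes with the largest changes in SUM149 they were -4.22 for ADAM19, -4.62 for ANGPTL4, -4.06 for C15orf48, -3.94 for CD274, -5.07 for LINC00973, 5.27 for ADM2, 5.36 for CHAC1, 5.47 for SLC7A11, 4.48 for TP63, 4.32 for SLC43A1, 3.90 for ULBP1 and -7.85 for SCEL. Some of these values rest on few counts summed over an arm in 1 line, in BT-549 12 and 6 for LINC00973 and 36 and 18 for ULBP1, and in SUM149 21 and 2 for ADGRL3. SCEL had 5 and 0 counts in the BT-549 arms, so its value depends on the fit, and the SCEL difference between lines was -4.08 and not past the test without BT-549 CshRNA 3.

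Among members of lists the differences were 5.04 for NUPR1, 3.70 for SESN2, 3.62 for ASNS, 1.35 for TNFAIP2, 0.71 for RPL3, 0.58 for RPL10A, -0.32 for ENO2, -0.66 for MYBBP1A, -0.74 for KIF20A, -0.99 for GINS1, -1.05 for SLC2A1, -1.06 for RRP9, -1.18 for HSPB1, -1.29 for CXCL1, -1.41 for HSP90AA1, -1.54 for ANLN, -1.63 for IL1B, -1.65 for both FN1 and TGFBI, -1.66 for ORC1, -1.72 for DNAJA1, -1.82 for F3, -1.99 for HSPA8 and -2.33 for CCN1. Among NuRD, lineage and tumour genes they were 0.48 for MTA1, -0.36 for CHD4, -0.69 for HDAC1, 2.44 for GATA3, 1.89 for KLF4, 2.59 for KRT8, 1.40 for KRT5, 1.05 for KRT18, -0.39 for BRCA1 and 0.26 for MYC. GATA3 rests on 7 and 28 counts in the BT-549 arms, too few for a test in that line, and the GATA3 difference between lines was 4.34 without BT-549 CshRNA 3. The MYC difference was not past the test in 7 of the 12 fits that left out 1 library, those without SUM149 CshRNA 2 (0.24), SUM149 MUC1shRNA 1 (0.23), BT-549 CshRNA 1 (0.23), BT-549 CshRNA 2 (0.19), or BT-549 MUC1shRNA 1 (0.24), 2 (0.26) or 3 (0.26).

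Among genes called in both lines the differences were 5.52 for GDF15, 4.19 for MAP2, 3.20 for ENTPD2, 2.93 for NEBL, -4.25 for IL7R, -3.12 for FAP, -3.49 for GEM, -2.13 for GCNT1, -0.79 for SERPINB7 and -0.62 for NEGR1. The NEGR1 difference was not past the test in 8 of the 12 fits that left out 1 library, at -0.52, -0.60 and -0.52 without BT-549 MUC1shRNA 2, CshRNA 1 and CshRNA 2, at -0.62 and -0.50 without SUM149 CshRNA 1 and 2, and at -0.63, -0.58 and -0.62 without SUM149 MUC1shRNA 1, 2 and 3. For ID1, named below, the ID1 difference between lines was 1.11 (SE 0.42, edgeR adjusted p = 0.0495). It was not past the test in 8 of the 12 fits that left out 1 library, at 0.61 (adjusted p = 0.173) without BT-549 MUC1shRNA 2, which stands apart, at 0.88 and 0.92 without BT-549 CshRNA 1 and 2, at 1.13 and 1.07 without SUM149 CshRNA 1 and 2, and at 1.06, 1.23 and 1.06 without SUM149 MUC1shRNA 1, 2 and 3. The call was also lost with size factors of the DESeq2 type (1.08), with DESeq2 (1.09) and with thinned SUM149 libraries (1.06). Without BT-549 CshRNA 3, which stands apart too, the edgeR value was 1.57, and without both libraries that stand apart it was 1.09 (adjusted p = 1.7e-05).

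The fall of all 26 tested ATF4 targets in SUM149 was weighed against technical causes. The CshRNA libraries were deeper, but with them thinned to the MUC1shRNA depth 26 members were still lower and past edgeR's test, which argues against depth. After a smooth trend on GC content and gene length was removed the median was -1.53 (quartiles -2.50 and -1.07), against -1.62 before, which argues against those trends as the whole cause. A state of the cultures at harvest, such as amino acid supply, cannot be told apart from MUC1 silencing, because it could be shared by all 3 libraries of an arm. Within an arm the list mean ranged over at most 0.054, while the arms differed by -1.93, so any such state would have to be shared by a whole arm, and an effect of lower MUC1 stays open beside it.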

How the results depend on the processing

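In this part, the tests on thinned SUM149 CshRNA libraries, those with both BT-549 libraries that stand apart left out or given a term, and those on the genes named for these libraries were chosen only after the data were seen. No call of a single gene or list named here reversed its direction under any alternative, but the balance of higher and lower genes did. In BT-549 more genes were higher (2216 and 2182), and fewer after upper-quartile scaling (2104 and 2327). In SUM149 fewer were higher (3920 and 4097), and more with RLE size factors (4060 and 3936), DESeq2 (3730 and 3329), the stricter filter (3471 and 3400), thinning (3832 and 3619), and without MUC1shRNA 2 (3933 and 3804) or 3 (3446 and 3420). Differing responses were fewer on the higher side (3046 and 3148), and more with a 2-fold minimum (1205 and 769), with no filter (3251 and 2834) and without SUM149 CshRNA 2 (2861 and 2809) or MUC1shRNA 3 (2792 and 2738). Genes changed the same way were more often higher (724 and 619), and less often with a 2-fold minimum (36 and 41). Of the alternative values for single genes and lists, 7973 kept their side of the threshold, 195 lost the call and 143 gained one. Of those for the main counts and for MUC1, 112 stayed within 1.5 times or kept the call.

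A 2-fold minimum, which calls fewer genes by construction, gave 625 genes in BT-549, 1831 in SUM149, 1974 with differing responses and 77 changed the same way in both lines. With an estimated correlation 0 lists of BT-549 and 1 of SUM149 were called, and with fry 12 and 17. Fry asks whether the genes of a list move, on balance, one way, without comparing them with other genes. Leaving out 1 library in turn, which lowers the number of samples, gave 2716 to 4470 genes in BT-549 (2716 without MUC1shRNA 1), 6866 to 8306 in SUM149, 5508 to 6420 with differing responses, 863 to 1395 in the same direction (863 without BT-549 MUC1shRNA 1), 2 to 8 lists in BT-549 (3 without MUC1shRNA 1, 2 without CshRNA 2) and 9 to 11 lists in SUM149. MUC1 ranged from -3.77 to -3.36 in BT-549 and from -5.15 to -4.29 in SUM149.

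A replicate block by title number gave 2951 genes in BT-549, 7934 in SUM149 and 5634 with differing responses. The block and the size factors of the DESeq2 type each gave 6 lists in BT-549, 4 higher and 2 lower, having lost the Heat shock response list in BT-549. The numbers did not pair the libraries, since deviations of libraries with the same number correlated across genes at 0.25, -0.53 and -0.47 in BT-549 and at 0.04, -0.11 and 0.10 in SUM149. In BT-549 the highest values were 0.62 for CshRNA 3 with MUC1shRNA 2 and 0.41 for CshRNA 2 with MUC1shRNA 1 and with MUC1shRNA 3. Libraries processed together under different numbers, or exchanged numbers, thus stay open, and a block by number does not account for either. Thinning the SUM149 CshRNA libraries gave 7451 genes. Leaving out both BT-549 libraries that stand apart gave 5325 genes in BT-549, and a term for them gave 6304. Size factors of the DESeq2 type gave 4398 and 7996 genes and DESeq2 itself 3840 and 7059. The SUM149 MUC1shRNA depth of 7931614 to 9623924 counts limits what can be seen of genes with few counts there, such as MUC1 at 17 counts over 3 libraries.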

Other observations

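In this part, the test on other BMP-SMAD targets, the scores of the 3' UTR words without MUC1, the size of the difference at them, the look for them in named genes and the genes named for the libraries that stand apart were chosen only after the result was seen.

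BT-549 CshRNA 3 and MUC1shRNA 2 shared a pattern within their arms. Both were above the rest of their arms in the BMP-SMAD targets ID1 (by 1.09 and 1.14 on the log2 scale), ID3 (2.07 and 2.22) and SMAD6 (1.33 and 1.71), and in the immediate early gene FOS (1.34 and 1.56). The interferon-induced gene MX1 was lower in CshRNA 3 (-1.52), and was at -0.15 in MUC1shRNA 2. SAMD9L (-0.83 and -0.46) and IFIH1 (-0.80 and -0.58), also of the type I interferon list, were lower in CshRNA 3 and MUC1shRNA 2. Across genes the deviations of these libraries correlated at 0.62.

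For these libraries an admixture of SUM149 cells is argued against, since 15 genes abundant in SUM149 and near absent from the other BT-549 libraries gave median shares of 0.104% and 0.0058%. A difference in RNA quality may contribute, because the lower mitochondrial share of both, 3.99%, lies above the highest of the other BT-549 libraries, 3.83%, a small margin. A BMP-SMAD and immediate early state shared by both cultures stays open, with median deviations of 0.306 and 0.161 for 7 other targets of the pathway, of which 7 and 5 lay above the rest of the arm. Processing of both together apart from the others, or exchanged numbers, stays open too, since the labels give no batch and neither was tested. No biological explanation that the design names was tested, since the libraries belong to different arms.

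Among genes lower in both lines, a candidate explanation is a hairpin acting on transcripts that match its seed. Of 16060 words, ATCAGTA had the lowest summed score, -15.9, beyond the lowest of 100 shuffles, -12.9, and it was the lowest word in each line alone (-5.97 in BT-549 and -9.92 in SUM149). With AATCAGT it forms the word AATCAGTA, which occurs in MUC1 itself at GRCh38 chromosome 1, 155187772 to 155187779, in the coding sequence of 13 and the 3' UTR of 2 of its 26 coding transcripts. MUC1 mRNA holds 1761 7-base words, beside 16060 words scored, so a 7-base match there can arise by chance. Reads shared with overlapping genes on the same strand are argued against as the cause. Of the genes lower in both lines 17.1% share such exon bases, against 15.9% of other genes (one-sided Fisher's exact test p = 0.218). Overlap on the opposite strand was not tested, and the strand setting of the counts is unknown. An effect of lower MUC1 shared by the lines and a microRNA with the same seed stay open, and neither was tested.

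MUC1 was among the scored genes as a holder of the word, and without it ATCAGTA was still the lowest, at -15.7 against -12.4 for the lowest of 100 shuffles. MUC1 was left out of the values below. The word was picked from the same fold changes, so the sizes that follow are no independent test of it. The difference, adjusted for 3' UTR length, GC content and expression level, between the 499 genes with the word and genes with neither 7-base word was -0.13 (SE 0.02) in BT-549 and -0.32 (SE 0.03) in SUM149. In SUM149 alone the 7-base words that form it ranked 1 and 2, so the BT-549 value was outside a choice made on SUM149, while the SUM149 value was inside it. Of 595 genes lower in both lines with a 3' UTR, 71 (11.9%) held the 8-base word and 197 (33.1%) either 7-base word. Among other genes the shares were 4.12% and 21.8%. These counts follow in part from the choice of the word and are given without a test, and most of the 595 genes held neither. For the 595 shared falls independence gives 535.1 (Fisher's exact test p = 9.6e-04). Without genes holding either 7-base word there were 398, where independence gives 369.5 (Fisher's exact test p = 0.064). The excess was then smaller and not past the test. Fewer genes were tested there and the word was picked from these fold changes, so this cannot tell how much of the excess a hairpin's seed made. Of 35 genes with a searched 3' UTR that were at least 2-fold lower in both lines, 4 held the 8-base word and 9 either 7-base word. Of 34 genes with a searched 3' UTR that were at least 2-fold higher in both lines, 1 held the 8-base word and 9 either 7-base word. Without adjustment for 3' UTR length, GC content and expression level, genes with the 8-base word had medians of -0.01 in BT-549 and -0.20 in SUM149. Genes with neither 7-base word had medians of -0.01 and 0.04. Genes with either 7-base word but not the 8-base word had medians of 0.03 and -0.07. ANAPC13 held the word, and CSPG4, FHL1, STING1 and ARHGEF40 held neither 7-base word. Of 22 searched ATF4 targets 0 held the 8-base word and 1 held either 7-base word.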
